# Sex-Biased Expression of MicroRNAs in *Schistosoma mansoni*

**DOI:** 10.1371/journal.pntd.0002402

**Published:** 2013-09-12

**Authors:** Antonio Marco, Ana Kozomara, Jerome H. L. Hui, Aidan M. Emery, David Rollinson, Sam Griffiths-Jones, Matthew Ronshaugen

## Abstract

Schistosomiasis is an important neglected tropical disease caused by digenean helminth parasites of the genus *Schistosoma*. Schistosomes are unusual in that they are dioecious and the adult worms live in the blood system. MicroRNAs play crucial roles during gene regulation and are likely to be important in sex differentiation in dioecious species. Here we characterize 112 microRNAs from adult *Schistosoma mansoni* individuals, including 84 novel microRNA families, and investigate the expression pattern in different sexes. By deep sequencing, we measured the relative expression levels of conserved and newly identified microRNAs between male and female samples. We observed that 13 microRNAs exhibited sex-biased expression, 10 of which are more abundant in females than in males. Sex chromosomes showed a paucity of female-biased genes, as predicted by theoretical evolutionary models. We propose that the recent emergence of separate sexes in *Schistosoma* had an effect on the chromosomal distribution and evolution of microRNAs, and that microRNAs are likely to participate in the sex differentiation/maintenance process.

## Author Summary

Schistosomiasis is the second most common disease caused by a parasite, affecting over 200 million people. The parasites involved are flatworms of the genus *Schistosoma*. Unlike most non-parasitic flatworms, *Schistosoma* species have separate sexes, and the emergence of sex has been associated with the development of a parasitic lifestyle. The identification of gene products that are expressed in a sex-biased fashion permits the study of the origin of sexual dimorphism and, in the case of the schistosomes, the evolution of a human parasite. Here we investigated the differential expression of microRNAs in male and female individuals of the species *Schistosoma mansoni*. MicroRNAs are crucial gene regulators. We observed that many new microRNAs emerged in the evolutionary lineage leading to the schistosomes. However, many sex-biased microRNAs were present in the hermaphrodite ancestor of the flatworms, and therefore acquired sex-biased expression later on. Our results suggest that changes in microRNA expression patterns were associated with the emergence of separate sexes in the schistosomes.

## Introduction

Human schistosomiasis is a neglected tropical disease (NTD) caused by blood flukes of the genus *Schistosoma*. Schistosomiasis is estimated to affect over 200 million people in developing tropical and subtropical countries, with over 90% of cases being confined to Africa [1], [2]. *Schistosoma mansoni* is primarily responsible for intestinal and hepatic schistosomiasis in Africa, the Arabian peninsula, parts of South America and the Caribbean Islands [3]. Unlike most other flatworms (phylum Platyhelminthes), *Schistosoma* species are dioecious; that is, they have two differentiated sexes. The emergence of sexual dimorphism in these species is believed to be associated with adaptation to warm-blooded vertebrates from a hermaphrodite ancestor in cold-blooded vertebrates [4]. *Schistosoma mansoni* has seven pairs of autosomes and one pair of sexual chromosomes with a ZW system, i.e., females are the heterogametic sex [5]. Like other species with a ZW-based system of sex determination, there is no apparent global dosage compensation in females [6].

The origin of *Schistosoma* sexuality has attracted much attention [4], [7]–[9]. Moreover, as the eggs laid by the female worms are primarily responsible for the pathology associated with schistosomiasis, the mechanisms associated with pairing and egg-laying, including expression of sex specific genes are of great interest. In the last years, different groups have characterized, using genomic and proteomic approaches, gene products with differential expression between males and females in *Schistosoma* species [10]–[13]. Since both sexes are necessary for the colonization of the host, sex-biased genes are potential targets for the infection control of schistosomes.

MicroRNAs are short endogenous RNA molecules that regulate gene expression by targeting mature mRNA transcripts [14]. This mechanism of post-transcriptional regulation is conserved in animals and is likely to be involved in all aspects of cellular function [15]. The microRNA content of *Schistosoma japonicum*, which affects large endemic areas around the river Yangtze in China, has been studied in detail by several groups [16]–[21]. In addition, the previous characterization of microRNAs from other non dioecious species of flatworms, such as *Echinococcus granulosus and* the non-parasitic *Schmidtea mediterranea* [22], [23], provides a background against which to identify *Schistosoma*-specific microRNAs with a potential role in sexual development and host-parasite interactions.

Current knowledge of *S. mansoni* microRNAs is limited and mostly based on computational predictions [24], [25]. Moreover, *S. mansoni* provides an excellent model to study the evolution and function of sex-biased microRNAs. Here we use deep sequencing of RNA libraries to explore the microRNA content of *S. mansoni*, identify microRNAs specific to the schistosomes, and study the potential impact of sex-biased microRNAs in sexual differentiation.

## Results

### The microRNAs of *Schistosoma mansoni*

We have used small RNA deep sequencing to identify a total of 112 microRNAs in adult *S. mansoni* (Table 1, Supplementary Files S1 and S2). 

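Small RNA libraries were made from adult male worms and from adult female worms and read on 2 platforms, AB SOLiD and Illumina MiSeq, which gave 4 libraries with 1 library per sex and platform and therefore no replicates. The SOLiD worms were collected 7 weeks after infection according to the paper, which gives no time for the MiSeq worms, provided by another laboratory. The labels place the infection of the mice between 1 and 2 weeks before dissection for all libraries. The authors deposited SOLiD data as the count of reads of each distinct sequence at each mapped position of assembly 5.1 of the genome, all between 19 and 25 nucleotides long. They deposited MiSeq data as the count of reads of each distinct sequence, between 17 and 52 nucleotides long and without positions. The SOLiD counts summed over all positions were 46091056 in males and 44112061 in females, and with each distinct sequence counted once they were 42409849 and 39431055. The MiSeq libraries held 5382671 reads in males and 4877420 reads in females. SOLiD reads were counted for a microRNA when the whole read lay inside its File S1 hairpin on the same strand, with the authors' mismatches kept, and MiSeq reads when their sequence matched a hairpin exactly. Reads that fell on more than 1 hairpin were left out. The stem-loop listed for mir-2f in File S1 does not hold its mature sequence, so mir-2f was counted by that mature sequence, which the SOLiD reads place on the minus strand of chromosome 5 from 1982647 to 1982667.
With these rules, each of the 112 microRNAs had SOLiD reads and 33 had MiSeq reads. Allowing up to 2 mismatches in MiSeq reads, an alternative chosen after seeing the data, raised the latter number to 56. The SOLiD count was equal to that of Table 1 for 109 of the 112 microRNAs. The 30 microRNAs that are not numbered mir-84xx had a median of 7702 SOLiD reads, and 29 of them had MiSeq reads. The 82 microRNAs numbered mir-84xx had a median of 70.5 SOLiD reads, and 4 of them had MiSeq reads. From sequencing of these small RNAs, the paper states that 112 microRNAs were identified in adult worms.

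**Figure D1:**
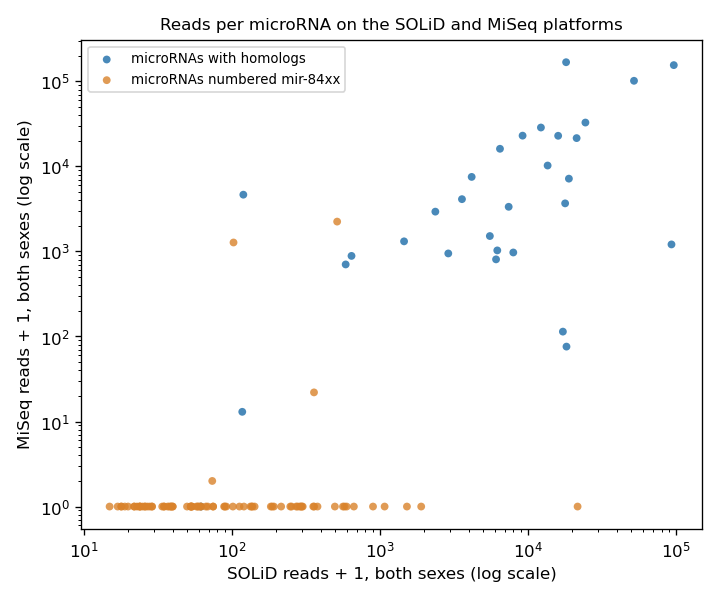
Reads of each of the 112 microRNAs in the SOLiD libraries (horizontal axis) and in the MiSeq libraries (vertical axis), both sexes together, with 1 read added and both axes on a log scale. The 79 microRNAs without MiSeq reads lie along the bottom, and 78 of them are numbered mir-84xx.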

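Reads on the 5′ and the 3′ arm of each hairpin were counted in the SOLiD libraries, a read being given to an arm when it overlapped at least 10 bases of the arm sequence in File S1. Reads on both arms were found for 109 of the 112 microRNAs. The remaining 3 were mir-1a, mir-2a and mir-2f, for which File S1 lists a single arm. The arm with fewer reads had a median of 11 reads among the 109 microRNAs, and in 2 of them it had 1 read. When at least 10 reads were required on each arm, 59 microRNAs remained.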

Valid microRNA candidates were required to have reads mapping to both arms of the precursor sequences (representing mature microRNA and microRNA* sequences) except for those with a previously validated homolog (see Materials and Methods). Our microRNA annotation procedure was intentionally conservative: we may not have detected some *bona fide* microRNAs, but our predictions are of high confidence.

**Table 1:** MicroRNAs in *Schistosoma mansoni*.

	Read count			Read count			Read count	
MicroRNA	SO	MS	MicroRNA	SO	MS	MicroRNA	SO	MS
***Chromosome 1***			***Chromosome 3***			***Chromosome 7***		
sma-mir-219	5541	1608	sma-mir-8430	34	0	sma-mir-8454	137	0
sma-mir-8	119	9298	sma-mir-8431	57	0	sma-mir-8455	23	0
sma-mir-8403	61	1	sma-mir-8432	53	0	sma-let-7	13605	11621
sma-mir-8404	23	0	sma-mir-8433	24	0	sma-mir-8456	38	0
sma-mir-125c	16027	25268	sma-mir-8434	58	0	sma-mir-8457	359	25
sma-mir-125a	96750	159980	sma-mir-8435	379	0	sma-mir-8458	17	32
sma-mir-8405	253	0	sma-mir-8436	33	0			
sma-mir-36a	16334	26988	sma-mir-8437	515	2411	***Chromosome Z/W***		
sma-mir-36b	25591	4404	sma-mir-8438	215	0	sma-mir-1a	6102	1028
sma-mir-8406	668	0	sma-mir-8439	91	0	sma-mir-755	12259	29358
sma-mir-8407	360	0				sma-mir-8459	27	0
sma-mir-8408	1526	0	***Chromosome 4***			sma-mir-96	17249	234
sma-mir-8409	22	0	sma-mir-8440	142	0	sma-mir-8460	578	0
sma-mir-8410	19	0	sma-mir-8441	28	0	sma-mir-8461	38	0
sma-mir-8411	301	0	sma-mir-745	93335	1888	sma-mir-1b	6220	1162
sma-mir-190	3591	4938	sma-mir-8442	136	0	sma-mir-8462	120	0
sma-mir-8412	18	0	sma-mir-10	52115	104344	sma-mir-8463	23	0
sma-mir-8413	36	0	sma-mir-281	2903	1114	sma-mir-8464	17	0
sma-mir-8414	133	0	sma-mir-8443	89	0	sma-mir-8465	564	0
sma-mir-8415	49	0	sma-mir-8444	59	0	sma-mir-8466	497	0
sma-mir-8416	53	0	sma-mir-7	18242	82	sma-mir-71a	24483	37197
sma-mir-8417	272	0	sma-mir-8445	52	0	sma-mir-2a	4176	8707
sma-mir-8418	900	0	sma-mir-8446	21679	0	sma-mir-2b	18940	10956
sma-mir-8419	37	0				sma-mir-2e	7426	3608
sma-mir-8420	26	0	***Chromosome 5***			sma-mir-8467	278	0
			sma-mir-2c	1459	1550	sma-mir-8468	52	0
***Chromosome 2***			sma-mir-2d	644	924	sma-mir-8469	192	0
sma-mir-8421	101	0	sma-mir-2f	582	722	sma-mir-8470	16	0
sma-mir-8422	66	0	sma-mir-71b	2374	3860			
sma-mir-8423	1905	0	sma-mir-8447	102	1484	***Unplaced***		
sma-mir-8424	288	0				sma-mir-8471	248	0
sma-mir-8425	34	0	***Chromosome 6***			sma-mir-8472	74	0
sma-mir-8426	61	0	sma-mir-8448	88	0	sma-mir-2162	6486	16531
sma-mir-8427	39	0	sma-mir-31	117	14	sma-mir-8473	355	0
sma-mir-8428	21	1	sma-mir-8449	25	0	sma-mir-8474	14	0
sma-mir-8429	73	1	sma-mir-8450	297	0	sma-mir-8475	1078	0
sma-mir-61	21357	24648	sma-mir-8451	28	0	sma-mir-8476	183	0
			sma-mir-124	7978	1084	sma-bantam	18135	175657
			sma-mir-8452	293	0	sma-mir-8477	25	0
			sma-mir-8453	68	0	sma-mir-8478	39	0
			sma-mir-124b	61	0	sma-mir-8479	112	0
						sma-mir-8480	74	0
						sma-mir-8481	597	0
						sma-mir-8482	52	0
						sma-mir-8483	21	0
						sma-mir-8484	187	0

SO: AB SOLiD sequencing; MS: Illumina MiSeq sequencing.

De Souza Gomes *et al.* [25] computationally identified 42 microRNA loci in *S. mansoni*, significantly expanding the previous set of 6 microRNAs [16], [24]. We confirmed 20 of these (Table 1), all conserved in other species. We failed to detect the remaining 23. All but two of the unconfirmed microRNAs were not conserved in other flatworms. A second recent work characterized 211 novel microRNAs in *S. mansoni* by cloning of small RNA sequences from adults and schistosomulas [26]. However, the majority of the candidate microRNAs map to many positions in the genome and only a few are reported to be within putative precursor hairpin structures. Indeed, only two of the reported 211 microRNAs were confirmed in our analyses (mir-71a and let-7). We identify 92 microRNAs not previously annotated in *S. mansoni*, eight with obvious homologs in other species (Table 1). Amongst these, we show that the deeply-conserved mir-124 locus produces microRNAs from both genomic strands in *S. mansoni* (Supplementary Files S2). 

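The hairpins mir-124a and mir-124b lie on opposite strands of chromosome 6 of assembly 5.1, mir-124a on the minus strand from 18429516 to 18429632 and mir-124b on the plus strand from 18429504 to 18429647. In the SOLiD libraries mir-124a had 7978 reads, of which 7865 were on its 3′ arm and 110 on its 5′ arm. The 61 SOLiD reads of mir-124b came from 22 distinct sequences, with 53 reads on the 3′ arm and 1 read on the 5′ arm, and 50 of them matched the hairpin without a mismatch. They made up 0.759% of the 8039 reads of the locus (95% Wilson interval from 0.591% to 0.973%, counting error only). In the 28 other microRNAs not numbered mir-84xx, the median share of reads on the strand opposite the hairpin was 0.0384%, and in 4 of them it was higher than at mir-124. In MiSeq, mir-124a had 971 reads and mir-124b had 0, where the smallest share detectable with 3 reads was 0.309% of the reads of mir-124a.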

The remaining 84 novel predictions had no detectable similarity with any known microRNA.

To characterize the microRNAs conserved in the parasitic *Schistosoma* genus, we compared our sequenced microRNAs with those already described for *S. japonicum* [17]–[19], [21]. We found that 26 out of our 112 microRNAs were conserved between these two species (Figure 1). In order to determine how many of those 26 are specific to the *Schistosoma* lineage, we searched the genomes of the flatworms *Schmidtea mediterranea* [22] and *Dugesia japonica* [27] for homologous sequences. Strikingly, all known microRNAs conserved between *Schistosoma* species were also conserved in other flatworms. We also detected a set of *S. japonicum* homologs for 12 of our newly identified *S. mansoni* sequences that were not conserved in other platyhelminthes (Figures 1A and B). Hence, these 12 microRNAs are the first instances of schistosome-specific microRNAs.

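The 12 schistosome-specific microRNAs had between 16 and 564 SOLiD reads each, with a median of 81.5 and a sum of 2021. Reads in MiSeq were found for 3 of them, of which mir-8437 had 2242 reads and mir-8447 had 1273 reads, while the third had 21. Of the reads of mir-8447, 1.34% were 19 to 25 nucleotides long, against 100% for mir-8437. The other 9 had none by exact match.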

**Figure 1:**
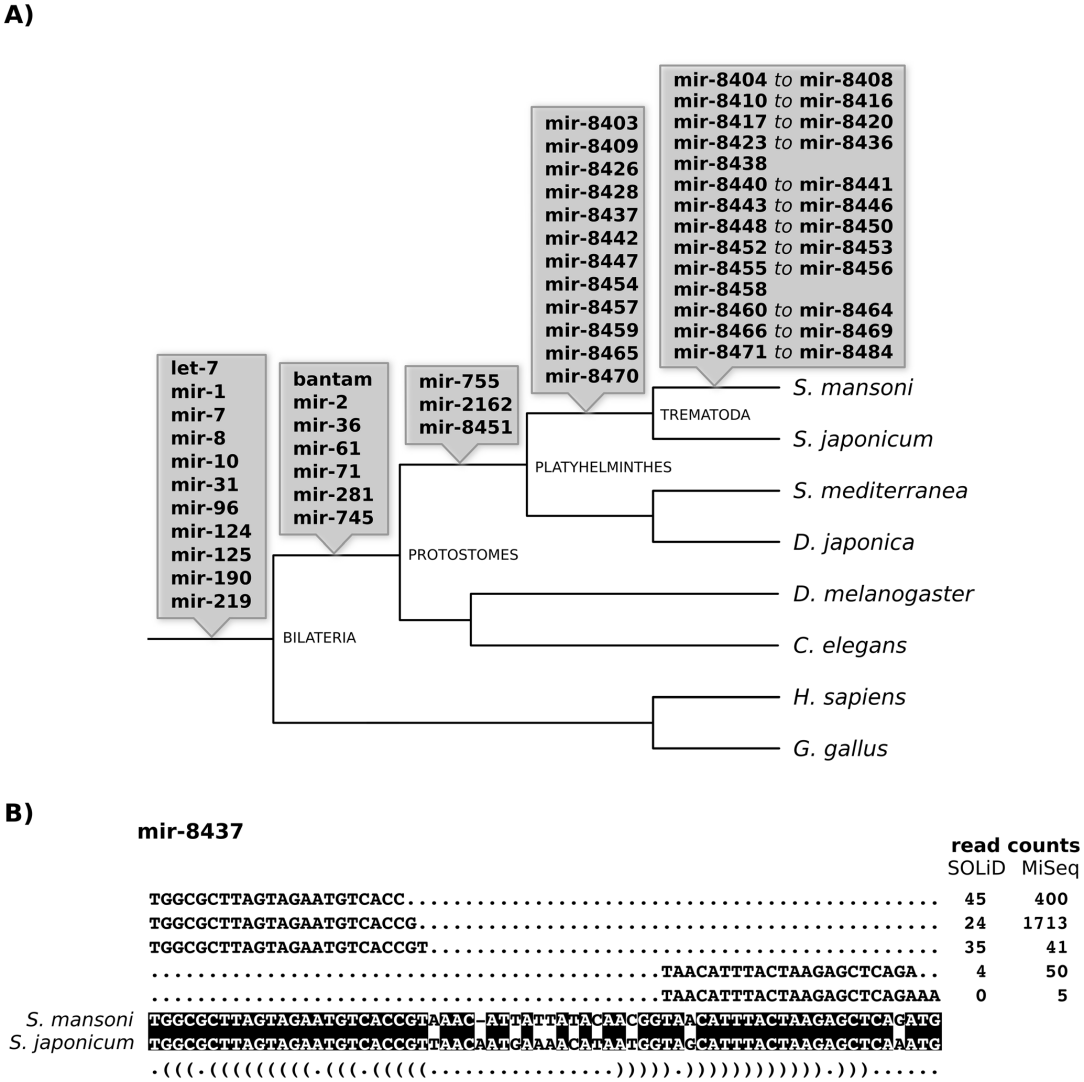
The origin of microRNAs of *Schistosoma mansoni*. A) MicroRNAs characterized from small RNA libraries and their evolutionary origin based on homology searches. B) Example of a newly discovered microRNA in *S. mansoni* that is also conserved in *S. japonicum*. Conserved nucleotides between the two species are shown with a black background. The number of uniquely mapped reads for each sequence in *S. mansoni* is shown in the right, for both SOLiD and MiSeq datasets.

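The hairpin of mir-8437 lies on the plus strand of chromosome 3 of assembly 5.1, from 22962134 to 22962229. Its most frequent MiSeq sequence was TGGCGCTTAGTAGAATGTCACCG with 1713 reads, followed by TGGCGCTTAGTAGAATGTCACC with 400 reads and TGGCGCTTAGTAGAATGTCACCGT with 41 reads, all from the 5′ arm. From the 3′ arm, TAACATTTACTAAGAGCTCAGA had 50 MiSeq reads and TAACATTTACTAAGAGCTCAGAAA had 5. With an exact match required, the SOLiD libraries held 10, 29 and 26 reads of the 5′ arm sequences in the same order, and 4 and 0 reads of the 3′ arm sequences. SOLiD reads that covered the same positions with mismatches allowed numbered 23, 120 and 59 for the 5′ arm sequences.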

Homology searches in other animals showed that three microRNAs are specific to platyhelminthes: mir-755, mir-2162 and mir-8451 (Figure 1A). 

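In MiSeq, mir-755 had 28649 reads and mir-2162 had 16109 reads, whereas mir-8451 had none by exact match. In SOLiD the numbers were 12259 for mir-755, 6486 for mir-2162 and 28 for mir-8451, of which 27 came from females. The hairpin of mir-755 lies on the sex chromosome of assembly 5.1, on the minus strand from 7590680 to 7590822, that of mir-8451 on the minus strand of chromosome 6 from 7366563 to 7366648, and that of mir-2162 on an unplaced scaffold.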

Thirteen microRNAs are protostome-specific and the remaining 10 are conserved across the animal kingdom (Figure 1A). A total of 71 microRNAs identified in this study are not detected in any other species, and are therefore likely to be *S. mansoni* specific.

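Among the microRNAs numbered mir-84xx, 69 are neither in the schistosome-specific group nor the platyhelminth-specific mir-8451. They had between 14 and 21679 SOLiD reads each, with a median of 73, and 24 of them had under 50. The highest count was that of mir-8446, with 20548 reads in males and 1131 in females. In MiSeq 1 of the 69 microRNAs had reads by exact match, with 1 read.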

### Sex-biased expression of microRNAs in *S.mansoni*

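Male and female worms were compared with the MiSeq libraries, 1 per sex, so that the comparison has no replicate check and describes these libraries. Of the MiSeq reads, 409272 in males and 217140 in females matched a hairpin exactly, and 106 and 10 of these matched more than 1 hairpin and were left out. The counts of the 33 microRNAs with at least 1 MiSeq read were compared in edgeR with its exact test, after upper-quartile normalization and with the dispersion set to 0.2 as stated in the paper, because a dispersion cannot be estimated from 1 library per sex. P-values were adjusted by the Benjamini-Hochberg method and an adjusted p-value under 0.10 was called sex-biased. Log2 fold changes are given as female over male. The normalization moves the zero point of all fold changes together: for let-7, whose log2 fold change was nearest to 0 with upper quartile, it was -0.42 with TMM, -0.25 with RLE and -1.11 with library size only. Library size here is the sum of the reads counted on the microRNAs, not of all reads in the library.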

To explore potential sex-biased expression, we compared the relative expression levels of the 112 microRNAs in males and females (Figure 2A). 

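Of the 33 microRNAs with MiSeq reads, 8 were sex-biased with a dispersion of 0.2. The largest log2 fold change was that of mir-8447, which had 131 reads in males and 1142 in females (log2 fold change 5.14, adjusted p = 0.000137 from edgeR's exact test). In the whole MiSeq libraries, 4810022 of 5382671 male reads and 2928635 of 4877420 female reads were 19 to 25 nucleotides long. Reads of 42 nucleotides numbered 4597 in males and 30631 in females. Only 17 reads of mir-8447, 6 in males and 11 in females, were 19 to 25 nucleotides long. The most frequent length of mir-8447 reads was 42 nucleotides. Its log2 fold change over all lengths therefore cannot be told apart from the excess of long reads in the female library. With reads of 19 to 25 nucleotides its log2 fold change was 2.90 (adjusted p = 0.0804 from edgeR), below those of mir-2f, mir-8437, mir-31 and bantam in the same setting. It was followed by mir-2f with 105 and 597 reads (4.53, adjusted p = 0.000525 from edgeR) and mir-8437 with 375 and 1867 reads (4.34, adjusted p = 0.000576 from edgeR). The log2 fold change of mir-31 was 3.52 but rested on 3 reads in males and 9 in females (adjusted p = 0.0798 from edgeR). For bantam, mir-2c, mir-2d and mir-71b it was 3.12, 2.85, 2.72 and 2.42. mir-36b, with a log2 fold change of 2.14, was just outside the threshold (adjusted p = 0.103 from edgeR), and mir-755, with 1.62, was not called (adjusted p = 0.301 from edgeR). The log2 fold changes of mir-1b, mir-61 and mir-281 were -0.57, -0.56 and -0.53, and the adjusted p of each was 0.993 from edgeR. With a dispersion of 0.04, an alternative chosen after seeing the data, 12 microRNAs were sex-biased, among them mir-36b, mir-755, mir-2e and mir-71a. The test on the counts printed in File S3 called 6 microRNAs with a dispersion of 0.2 and 13 with a dispersion of 0.04. Across the settings tried, the call was moved most by the fits over all 4 libraries with the platform as a block, in which edgeR's quasi-likelihood test called 0 microRNAs and DESeq2 called 17.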

We found 13 microRNAs that are differentially expressed between males and females. 

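All 8 microRNAs called sex-biased were higher in females and 0 were higher in males, and an exact binomial test against equal numbers gave a two-sided p of 0.00781. Over all 33 microRNAs with MiSeq reads, 18 had a positive and 15 a negative log2 fold change with upper quartile. This balance moves with the normalization. The median log2 fold change was 0.22 with upper quartile, -0.03 with RLE, -0.20 with TMM and -0.89 with library size only. With TMM the call was 5 microRNAs, all higher in females (exact binomial test, two-sided p = 0.0625). For the 10 female-biased and 3 male-biased microRNAs obtained from the counts of File S3 with a dispersion of 0.04, the exact binomial test gave a two-sided p of 0.0923 and a one-sided p of 0.0461. With DESeq2 on the 4 libraries, 7 microRNAs were higher in females and 10 in males, so the calls of that fit showed no female excess. Its log2 fold changes were below those of edgeR with TMM in the same design for each microRNA but mir-2f. They were -1.59 against -0.98 for mir-10 and -0.89 against -0.28 for mir-125c. The balance of the DESeq2 calls therefore also rests on the zero point, and with 4 libraries its dispersions rest on little data. microRNAs that share a cluster are not independent of each other.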

A significant excess [10] show increased expression in females (Figure 2A, Table 2). We further quantified the relative expression level of all 3 male-biased and 4 of the female-biased microRNAs by real-time PCR (see Materials and Methods). The observed fold changes in our qPCR experiments were consistent with those observed in our RNAseq analysis (Table 3), although the two least biased microRNAs by RNAseq show small and non-significant changes by qPCR.

**Figure 2:**
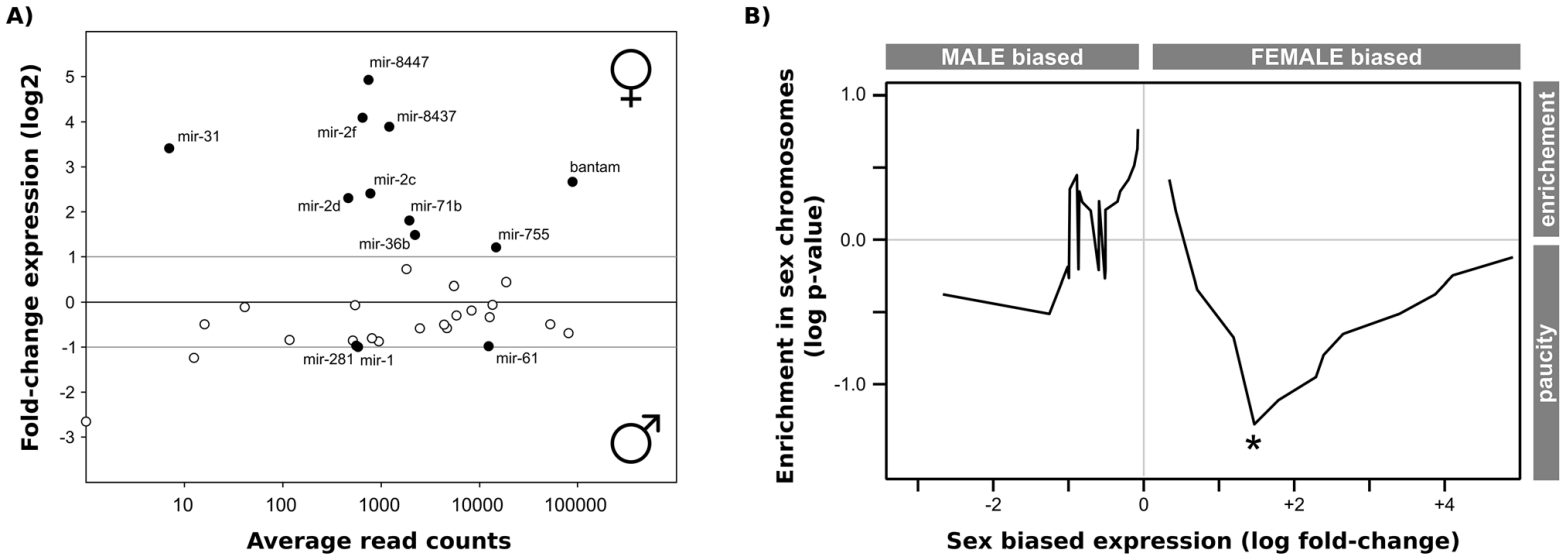
Sex-biased expression of microRNAs in *S.* *mansoni*. A) Smear plot of normalized expression levels (log fold-change) for microRNAs in male and female samples against the total read counts (log average count). Black line indicates equal expression in both sexes. Grey lines represent 2-fold changes between samples. Filled circles are microRNAs with a significant expression fold change between sexes (see Materials and Methods). B) Relative enrichment/paucity of sex-biased microRNAs in the sex chromosome (ZW). Each expression level fold-change threshold (x-axis) is plotted against the logarithm of the p-value (Fisher's exact test) for enrichment or paucity in the sex chromosome.

**Table 2:** MicroRNAs with sex-biased expression.

Male-biased expression			Female-biased expression		
microRNA	logFC male/female^1^	q-value^2^	microRNA	LogFC female/male^1^	q-value^2^
mir-1b	1.0	0.064	mir-8447	4.9	<0.001
mir-61	1.0	0.061	mir-2f	4.1	<0.001
mir-281	1.0	0.071	mir-8437	3.9	<0.001
			mir-31	3.4	0.006
			bantam	2.7	<0.001
			mir-2c	2.4	<0.001
			mir-2d	2.3	<0.001
			mir-71b	1.8	<0.001
			mir-36b	1.5	0.002
			mir-755	1.2	0.014

1 Log Fold Change after Upper Quartile normalization of Illumina MiSeq read counts.

2 False discovery rate (q-value) for a dispersion of 0.2 according to edgeR manual (see Methods).

**Table 3:** Real-time PCR validation of sex-biased expressed microRNAs.

	microRNA	qPCR logFC^1^	p-value^2^
**male-biased**	mir-1b	0.7	0.179
	mir-61	1.4	0.008
	mir-281	0.1	0.493
**female-biased**	mir-8437	4.0	<0.001
	bantam	2.5	<0.001
	mir-71b	1.7	0.022
	mir-36b	0.2	0.253

1 Log Fold Change for the differences between Ct values for target and control microRNAs.

2 P-values based on t-test of Ct value differences for three technical replicates.

We next evaluated whether microRNA loci on the sex chromosomes are biased towards differential expression between sexes. The current assembly of the *S. mansoni* genome does not differentiate between Z and W chromosomes. At this stage, we cannot therefore evaluate the two sexual chromosomes separately. In Figure 2B, we plot the relative enrichment of sex-chromosome-linked microRNAs for male and female-biased expression. We observed that the sex chromosome has fewer female-biased microRNAs (∼3-fold change) than expected by chance, although the difference is only marginally significant (p = 0.10). 

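Of the 33 microRNAs with MiSeq reads, 8 lie on the sex chromosome. At a threshold of 1.4 on the log2 fold change, female over male, 10 microRNAs were past the threshold, of which 1 (mir-755) was on the sex chromosome and 9 were elsewhere. Of the remaining microRNAs, 7 were on the sex chromosome and 16 elsewhere. Fisher's exact test gave a two-sided p of 0.382 and a one-sided p of 0.212. The smallest two-sided p over the female-biased thresholds examined was 0.0731 (Fisher's exact test), without correction for the number of thresholds. With TMM or RLE normalization, mir-755 fell below the threshold of 1.4, none of the microRNAs past it was on the sex chromosome, and the two-sided p was 0.0731 (Fisher's exact test). For the 8 microRNAs called female-biased, none of which is on the sex chromosome, it was 0.152 (Fisher's exact test). From the paucity in Figure 2B, which it calls marginal, the paper proposes that microRNA genes with female-biased expression may tend to move out of sex chromosomes.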

The data therefore indicate that microRNA genes with female sex-biased expression may have a tendency to move out of sex chromosomes (see Discussion).

The mir-71/mir-2 microRNA cluster is highly conserved in invertebrates, and it has been shown that this cluster is duplicated in Platyhelminthes [25], [28]. Interestingly, one of the clusters (mir-71/2a/2b/2e) is on the sex chromosomes while the other (mir-71b/2f/2d/2c) is on chromosome 5 [25], [29]. This has led some authors to postulate that the mir-71/mir-2 clusters may be involved in sexual maturation in *Schistosoma* [25]. 

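In assembly 5.1 the hairpins of mir-71a, mir-2a, mir-2b and mir-2e lie on the plus strand of the sex chromosome between 22875647 and 22876020. Those of mir-2c, mir-2d and mir-71b lie on the minus strand of chromosome 5 between 1982413 and 1982889, and the 3′ end of the mature sequence of mir-2f lies inside the mir-2d hairpin. The hairpins of mir-2c (1982413 to 1982511) and mir-2d (1982488 to 1982650) overlap.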

Our analysis reveals that all microRNAs in the autosomal cluster have female-biased expression, while the sex chromosome cluster does not show any bias (Figure 2A). 

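The mean log2 fold change, female over male, was 3.13 for the 4 microRNAs of the chromosome 5 cluster and 0.65 for the 4 microRNAs of the sex chromosome cluster. The difference of 2.48 had a p of 0.0286 in an exact permutation test of the cluster labels, two-sided, which is the smallest p that the 70 arrangements of 4 against 4 allow. All 4 microRNAs of the chromosome 5 cluster were called female-biased. In the sex chromosome cluster the log2 fold changes were -0.11 for mir-2a, 0.72 for mir-2b, 0.88 for mir-71a and 1.10 for mir-2e, and none was called with a dispersion of 0.2. With a dispersion of 0.04, chosen after seeing the data, mir-2e and mir-71a were called female-biased (adjusted p = 0.0253 and adjusted p = 0.0897 from edgeR). With library size only, the sign changed for 3 of them, to -0.01 for mir-2e, -0.22 for mir-71a and -0.39 for mir-2b. Between the SOLiD libraries the difference of the cluster means was 2.19, with a two-sided p of 0.686 in the exact permutation test. This difference rested on mir-2f. Without it, an alternative chosen after seeing the data, the SOLiD mean was 0.53 for the chromosome 5 cluster and 1.13 for the sex chromosome cluster. In SOLiD mir-2b and mir-2a of the sex chromosome cluster were called female-biased, with log2 fold changes of 4.25 and 1.84 (adjusted p = 0.000945 and adjusted p = 0.093 from edgeR). In the chromosome 5 cluster, mir-2f and mir-2d were called female-biased in SOLiD as well, with log2 fold changes of 11.70 and 1.95. Without mir-2f the MiSeq difference was 2.01. The microRNAs of a cluster are not independent, so the test describes these libraries. The paper rests its contrast on the bias of single microRNAs. It describes each microRNA of the autosomal copy as female-biased and the sex chromosome copy as unbiased.

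**Figure D2:**
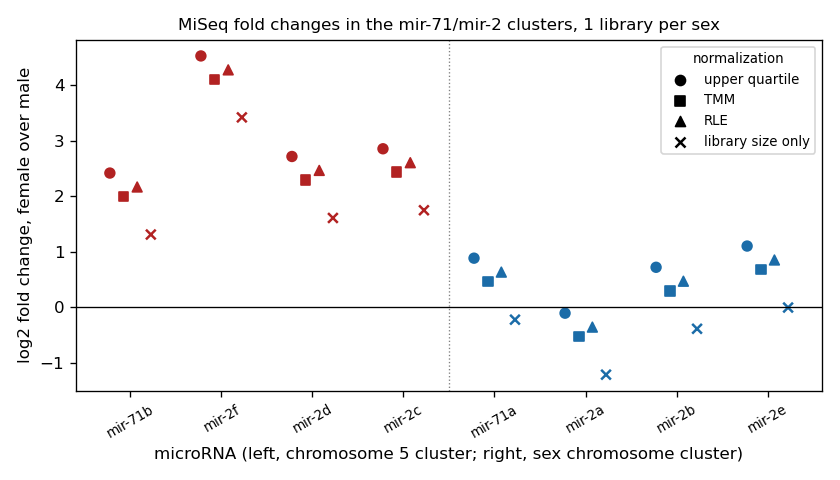
Log2 fold change, female over male, of the microRNAs of both mir-71/mir-2 clusters in MiSeq, 1 library per sex. Each marker shape is 1 normalization, and the chromosome 5 cluster is on the left. The chromosome 5 microRNAs lie above those of the sex chromosome under each of the normalizations, while the zero point moves.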

Interestingly, the two clusters emerged by a duplication in the ancestral lineage leading to *Schistosoma*, and the multiple copies in other Platyhelminthes [29], [30] came from independent duplication events (Supplementary Files S4). This example may shed some light on how sex chromosomes evolved in dioecious species (see Discussion).

## Discussion

Although the computational prediction of microRNAs has been useful to understand the biology of small RNAs in *S. mansoni* [25], sequencing is required to validate the existence of these microRNAs as well as for detecting new sequences. Our work has confirmed the existence of 20 of the microRNAs predicted by de Souza Gomes et al. [25] and we have expanded the *S. mansoni* microRNA set to 112 loci. We specifically detect microRNAs expressed in sexually mature adults, and microRNAs specifically expressed in other developmental stages (such as schistosomulas) may have escaped our analysis. The use of deep sequencing also permits the characterization of microRNAs produced from both strands of the same locus, and we have identified sense and antisense microRNA production from the mir-124 locus. However, there is no evidence that this microRNA is also bidirectionally transcribed in other species. Indeed, bidirectionally transcribed microRNAs are rare and poorly conserved; only two cases of conserved bidirectional microRNAs are known in protostomes: iab-4 and mir-307 [31].

We observe an excess of microRNAs that exhibit female-biased expression (Figure 2A). This is in agreement with the overall female-bias observed for protein-coding genes in both *S. mansoni* [10] and *S. japonicum* [11], although a recent expression analysis in *S. japonicum* showed no gender bias [13]. Recently, a work in the parasitic nematode *Ascaris suum* showed that microRNAs are differentially expressed between males and females [32]. Although the differences were small and the targeting properties of male and female microRNAs similar, they reported a tendency of male microRNA to target extracellular proteins [32]. Another work in the bird *Taeniopygia guttata* (zebra finch), suggests that the male-biased expressed microRNA mir-2954 specifically target genes in the Z chromosome, and may be involved in sexual dimorphism in song behavior [33]. Together, these papers and our work point to a general mechanism of microRNA-modulation of sex-specific gene expression.

A recent work shows that some microRNAs are specifically expressed in *Schistosoma japonicum* eggs [21]. In that work, the authors also measured the microRNA expression levels in males and females. We reanalyse their data and find that two out of our three male-biased microRNAs (mir-1 and mir-61) have a consistent bias in *Schistosoma japonicum*, while the third is not present in their dataset. Also, five of our female-biased microRNAs also showed a female bias in their work (mir-71b, mir-2c, mir-2d, bantam and mir-31). These findings further validate our results and show that the sex-biased pattern of microRNA expression is evolutionarily conserved between these two species.

Sex-biased gene expression affects the genetic composition of chromosomes, since selection has different effects on sex-biased genes depending on whether they are located on sex chromosomes or on autosomes (reviewed in [34]). Likewise, sex chromosomes have distinctive evolutionary patterns, which affect the genes encoded within [35]. We may therefore expect to see signatures of chromosome evolution in sex-biased microRNAs. Indeed, we observed that microRNAs that are female sex-biased are depleted in the sexual chromosomes (Figure 2B). This may indicate a loss of sex-biased genes at the sex chromosomes. One interesting example is the female-biased mir-71b/2f/2c/2d autosomal microRNA cluster, which has a paralogous copy in the sex chromosome with no biased expression. If a microRNA gene that is selectively advantageous for females becomes part of a sex chromosome (by sexualisation of the chromosome, or otherwise), selection over this gene will be less efficient in the heterogametic sex (females in our case), generating a conflict between expression pattern and chromosomal location. Duplication of a gene into an autosome has been recently proposed as a way to escape such conflict (reviewed in [36]), and the mir-71/mir-2 cluster duplication appears to be an example of this. Although a more comprehensive analysis of duplicated microRNAs with sex-biased expression is required to confirm this, our analysis shows that sex-biased expressed microRNAs have an impact in shaping the genome during evolution.

The study of microRNAs in the schistosomes is of both evolutionary and biomedical interest. First, the recent evolution of a sexual reproductive system from a hermaphrodite ancestor can give clues about how sexuality emerged in other species. Our data are consistent with the acquisition of sex-biased expression of conserved microRNAs soon after the species become dioecious. Second, the characterization of *Schistosoma*-specific microRNAs may provide new targets for infection control. In this work, we characterize for the first time 12 microRNAs conserved between *S. mansoni* and *S. japonicum* but not in other platyhelminthes (nor in other animals). Two of these sequences also showed female-biased expression (mir-8437 and mir-8447). However, some important questions remain to be answered: Are microRNAs conserved in the two studied schistosomes also conserved in other *Schistosoma* species or in other trematodes? 

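The reads of mir-8437 in MiSeq came mostly from its 5′ arm, with 369 reads in males and 1819 in females, against 6 and 48 on the 3′ arm. For mir-8447, 110 reads in males and 1081 in females overlapped the 3′ arm, and 17 and 76 overlapped the 5′ arm. The reads of mir-8447 were mostly longer than an arm, and 5 in males and 28 in females overlapped both arms and are counted on each. The hairpin of mir-8447 lies on the plus strand of chromosome 5 of assembly 5.1, from 4860464 to 4860570.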

Is sex-biased expression of microRNAs associated with sex-biased expression of their targets? Do other dioecious flatworms have sex-biased expression of microRNAs? The genomic sequencing of more platyhelminthes and characterization of their microRNAs will help us to answer these questions.

## Materials and Methods

### Small RNA extraction, library construction and sequencing

For the detection of expressed microRNAs, female mice (BKW strain) were infected with Belo-Horizonte strain *Schistosoma mansoni* parasites by paddling in water containing 200 cercariae. Seven weeks after infection, adult schistosomes were collected from the mice post-mortem by hepatic portal perfusion. RNA was extracted from adult schistosome samples with the miRVana miRNA isolation kit (Ambion). We used two sequencing technologies, AB SOLiD and Illumina MiSeq, to sequence *S. mansoni* small RNA libraries. The extremely deep coverage provided by SOLiD sequencing provides high sensitivity for the discovery of novel microRNAs. We further used Illumina MiSeq sequencing of gender-specific libraries to compare the expression level of microRNAs between males and females. Library construction was performed as previous described [37] using the SOLiD Small RNA Expression Kit (Ambion). SOLiD sequencing was performed at the Center for Genomic Research at the University of Liverpool. We obtained a total of 124,341,126 SOLiD sequence reads from two libraries. For the gender-specific differential expression of microRNAs, we prepared RNA libraries with the miRVana kit from separate male and female samples (provided by Andrew MacDonald and Rinku Rajan at the University of Edinburgh), and prepared libraries for Illumina MiSeq sequencing according to the manufacturer's instructions. MiSeq samples were sequenced in the Genomics Core Facility at the University of Manchester. High-throughput datasets were deposited in Gene Expression Omnibus (GEO) at NCBI (accession number: GSE49359).

### MicroRNA detection and annotation

Sequencing reads from male and female libraries were separately mapped to the *S. mansoni* reference genome (assembly 5.1 available at http://www.genedb.org/Homepage/Smansoni; [38], [39]) with Bowtie 0.12 using the sequential trimming strategy implemented in SeqTrimMap 1.0 [40] allowing 2 mismatches. Sequences mapping to potential rRNAs or tRNAs were first removed. Putative tRNAs were predicted in the genome sequence with tRNAscan-SE using default parameters [41] and ribosomal RNAs (rRNAs) were extracted from the SILVA database (http://www.arb-silva.de/, release 108). 

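With each distinct sequence counted once per library, the SOLiD files held 81840904 reads of 19 to 25 nucleotides in the 2 libraries together. Summed over every listed position, they held 90203117. They listed 16060784 distinct sequences in males and 14205786 in females. The files also hold sequences at more than 5 genome positions, such as AGCTCAGTGGTCTATCGGTTA at 139. These totals are therefore not limited to 5 or fewer positions, as the paper's total is.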

Mapped reads with a length of 19–25 nucleotides, matching five or fewer positions in the genome (a total of 63,771,124 sequence reads), were used to detect microRNAs as previously described [37], [40]. We further used BLAST [42] to search microRNA candidates against the *S. mansoni* genome and discarded those with more than 5 hits (E-value <e-10, 80% query coverage) to remove potential repetitive elements: 44 candidate sequences did not pass this filter. MicroRNA candidates were manually inspected. Potential homologs of known microRNAs (detected by BLASTN against all hairpin sequences from miRBase version 17 [43]) with reads mapped from our datasets but which did not pass our criteria were also retained. Homolog of our microRNA candidates were predicted in the genome sequences of *S. japonicum* (version 2), *S. mediterranea* (v. 3.1), *Caenorhabditis elegans* (v. 7.1), *Tribolium castaneum* (v. 3.0), *Drosophila melanogaster* (v. 5.1), *Homo sapiens* (v. 37.1) and *Gallus gallus* (v. 2.1), with parameters: −W 4, −r +2, −q −3. Only sequences with a predicted hairpin structure and conserving at least one mature sequence were considered as putative homologs.

### Differential expression analyses

We mapped reads produced from MiSeq sequencing reactions to our annotated *S. mansoni* microRNAs and discarded all reads that map to more than one microRNA locus. Read counts were transformed with the ‘upper quartile’ normalization using the edgeR package [44], following the suggestions in [45]. Other normalization procedures (‘TMM’, ‘LOWESS’ and ‘no normalization’) did not change the results (Supplementary Files S3). 

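On the exact-match counts and with a dispersion of 0.2, upper-quartile normalization called 8 sex-biased microRNAs, RLE 6, TMM 5 and library size only 3, and every call was higher in females. The median log2 fold change of the 33 microRNAs was 0.22 with upper quartile, -0.20 with TMM, -0.03 with RLE and -0.89 with library size only.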

Fold changes in expression levels are given in logarithms in base 2. We consider a dispersion of expression between experiments of 0.2 and a false discovery rate of 10%. With these parameters, microRNAs showing a two-fold difference in their expression levels are considered to be sex-biased, as routinely suggested [46], [47]. The expression level in males and females of seven microRNAs (mir-1b, mir-61, mir-281, mir-36b, mir-71b, bantam and mir-8437) were further validated by quantitative PCR. We used custom made TaqMan assays manufactured by Life Technologies. Fluorescent quantification was done in a Chromo 4 qPCR system (BioRad) for a log fluorescent threshold of 0.05, using mir-36a (the microRNA showing the least bias in the MiSeq experiments) as the non-sex-biased control microRNA. 

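In the exact-match MiSeq counts, mir-36a had 17535 reads in males and 5454 in females. Its log2 fold change, female over male, was 0.34 with upper-quartile normalization, -0.09 with TMM and 0.09 with RLE. With upper quartile it ranked 11 of 33 by size from the smallest, which was that of let-7 with 8217 and 2020 reads. Reads shared by mir-36a and mir-36b were left out of these counts. In the SOLiD libraries, with shared reads also left out, mir-36a had 884 reads in males and 8334 in females. Its SOLiD log2 fold change was 1.98 with upper quartile, 2.95 with TMM, 3.79 with RLE and 3.44 with library size only. Between the SOLiD libraries, which have no replicates, mir-36a was therefore higher in females under each normalization.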

For each amplification, we performed three technical replicates to estimate the significance of the observed differences.

### Ethical statement

Laboratory animal use was within a designated facility regulated under the terms of the UK Animals (Scientific Procedures) Act, 1986, complying with all requirements therein. The experiments involving mice in this study were approved by the Natural History Museum Ethical Review Process and work was carried out under Home Office project licence 70/6834.

## Supporting Information

File S1 Sequences, chromosomal location and number of reads for all *Schistosoma mansoni* microRNAs characterized in this study.
(XLS) Click here for additional data file.

File S2 Structural features of *Schistosoma mansoni* microRNA precursors.
(TXT) Click here for additional data file.

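File S3 lists, for 37 entries of which 36 have at least 1 read, the MiSeq counts in males and females, the log2 fold change under 4 normalizations, and the p-value and false discovery rate for upper quartile. In 15 entries the p-value or false discovery rate is printed above 1. The test of edgeR was repeated on the listed counts. The log2 fold changes after upper-quartile normalization were equal to those listed for all 37 entries. The p-values computed with a dispersion of 0.04 were equal to those listed in 26 entries, and in all 37 when a missing exponent was allowed for. With a dispersion of 0.2 they were equal in 4 entries.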

File S3 Differential expression analysis between male and female *Schistosoma mansoni* specimens for different normalization methods.
(XLS) Click here for additional data file.

File S4 Phylogenetic relationships between mir-71 sequences in *Schistosoma* mansoni, *S. japonicum* and *Schmidtea mediterranea*.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

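Small RNA libraries of adult male and adult female Schistosoma mansoni were read on the AB SOLiD and Illumina MiSeq platforms, with 1 library per sex and platform and no replicates. The authors deposited the SOLiD data as counts of each distinct read sequence at each position of assembly 5.1, after mapping with Bowtie and sequential trimming, and kept lengths of 19 to 25 nucleotides. The authors deposited the MiSeq data as counts of each distinct read sequence without positions. The counts were not normalized. Depth was 5382671 reads for the male and 4877420 for the female MiSeq library, and 42409849 and 39431055 reads for the SOLiD libraries with each distinct sequence counted once. Intervals and detection limits cover counting error only.

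From these files, reads were counted on the 112 hairpins of File S1. SOLiD reads were counted by position, on the same strand and wholly inside the hairpin, and MiSeq reads by exact match of the sequence. Reads on more than 1 hairpin were left out. mir-2f was counted by its mature sequence because its listed stem-loop does not contain it. For SOLiD reads this meant reads on the minus strand of chromosome 5 that begin within 2 bases of the start of the mature sequence, and for MiSeq reads those that begin with the whole mature sequence or are its first 17 or more bases. A read belonged to an arm when it overlapped at least 10 bases of it. No genome sequence of assembly 5.1 was used here, so MiSeq reads were not mapped to the genome.

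Sexes were compared within each platform with the exact test of edgeR 4.0.16 in R 4.3.3, upper-quartile normalization, a dispersion fixed at 0.2 and Benjamini-Hochberg adjustment with a threshold of 0.10. edgeR's quasi-likelihood test needs residual degrees of freedom and could not be fitted to 1 library per sex, so it was fitted to the 4 libraries with the platform as a block, as was DESeq2 1.42.0. The edgeR procedure was tested on 50 simulated pairs of libraries of 33 microRNAs with a dispersion of 0.2, in each of which 8 microRNAs were changed by a log2 fold change of 4. It recovered 93% of the changed microRNAs and called 5.92% of the unchanged ones. Equal numbers were raised and lowered in females, and microRNAs with few reads were not among the changed. All 8 calls in the data were higher in females. These rates therefore do not cover changes in 1 direction, smaller changes, low counts or another dispersion. Exact binomial, Fisher's exact and exact permutation tests were computed with Python 3.11.15 and scipy 1.17.1. The SOLiD adaptor check counted reads whose last colours were the first 6 or more colours of the 3′ adaptor of the SOLiD small RNA kit, whose sequence was taken from general knowledge, and compared microRNAs by a permutation test with 100000 resamples.

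The rule for the microRNAs named in the text was fixed before the data were examined: those the paper names, the 5 with the largest log2 fold change in size between the SOLiD libraries among those with at least 50 reads, and the 5 without MiSeq reads that had the most SOLiD reads for the adaptor check. Where counts are compared with the paper's, each microRNA whose counts differed by more than 1.5 times is named as well, and mir-125a and mir-125c are named for a shared sequence. The alternatives were TMM, RLE and library size only, dispersions of 0.1 and 0.4, a false discovery rate of 0.05, a minimum fold change of 2, all 112 microRNAs, microRNAs with at least 10 reads, reads of 19 to 25 nucleotides, reads with 1 genome hit, reads without mismatches, reads starting within 2 bases of an arm, other definitions in the sex chromosome test, and other limits in the adaptor check. Alternatives chosen after seeing the data were MiSeq reads with up to 2 mismatches, mir-2f left out, a dispersion of 0.04 and the counts printed in File S3. The real-time PCR measurements and the homology searches were not analysed here.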

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

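Of the tests in this part, those on swapped sex labels and on the number of genome positions were chosen only after the result was seen.

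The paper does not compare the sexes in the SOLiD libraries. With the test used for MiSeq, 69 of the 112 microRNAs differed between the male and the female SOLiD library, 16 higher in females and 53 higher in males. The signal appears in data the paper did not analyse for this purpose. The balance of directions rests on the scaling. The median log2 fold change, female over male, was -1.76 with upper quartile, -0.79 with TMM, -0.30 with library size only and 0.04 with RLE, and RLE called 33 microRNAs of which 27 were higher in females. The 5 largest log2 fold changes in size among microRNAs with at least 50 reads were, with upper quartile, 11.70 for mir-2f (0 male and 588 female reads), -5.44 for mir-8446 (20548 and 1131), -5.12 for mir-8440 (133 and 9), 5.06 for mir-8471 (3 and 245) and -4.97 for mir-7 (16953 and 1289). Each kept its direction with TMM, RLE and library size only, but in each of these settings only 2 of them, mir-2f and mir-8471, were still among the 5 largest. There is 1 library per sex, so the difference between these libraries has no replicate check.

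Of the 8 microRNAs called sex-biased in MiSeq, 6 had the same direction in SOLiD. A difference between the worm samples or platforms could not be told apart from chance differences between single libraries with this count of 6. The median SOLiD log2 fold change of the 8 was 1.66, higher than in 96.11% of 10000 random sets of the same size drawn from each microRNA and the 10 nearest to it by MiSeq reads. The other 2 were mir-71b, with a SOLiD log2 fold change of -1.42, and bantam, with -1.62, against 2.42 and 3.12 in MiSeq. The difference between the platforms was not tested. Both SOLiD values changed sign with RLE (0.39 and 0.19), and that of mir-71b also with library size only (0.04). These scalings move the SOLiD fold changes together, with a median of -1.76 with upper quartile, 0.04 with RLE and -0.30 with library size only. The sign changes therefore do not show whether mir-71b and bantam differ between the platforms relative to the other microRNAs. Swapped sex labels of the SOLiD libraries would give opposite fold changes on the platforms, but across the 33 microRNAs found on both, Pearson's r was 0.528 and Spearman's rho 0.512, and microRNAs are not independent replicates. The worms read on the platforms came from different laboratories, and the paper gives a time since infection for the SOLiD worms only, so platform and worm sample cannot be told apart.

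Sequences of 19 to 25 nucleotides outside the 112 hairpins were grouped by their first 18 bases, and 5 groups had at least 20000 MiSeq reads. The paper does not report on them. The most frequent, with the sequence TCCCTGAGACTGATAATTGCTC, had 891191 reads in males and 271651 in females, more than all hairpin reads together, and the first 10 bases of mir-125a and mir-125c are the same. In SOLiD it lay at 1 position, on an unplaced scaffold of chromosome 1, with 9371 male and 39824 female reads. The next were AAAATGCATCATCTACCCTAGA (37955 male and 29337 female MiSeq reads, chromosome 4 minus strand from 21600932 to 21600953), AGAGGTAGTGATTCATATGACT (46951 and 5986), AGCTCAGTGGTCTATCGGTTA (18997 and 31008) and TCACAACCTACTTGATTGAGGGG (18657 and 4565). Too many genome positions to pass the paper's limit of 5 is an explanation that could hold for 1 of them, which lay at 139 positions, while the other 4 lay at 5 or fewer. All 4 had SOLiD reads on the same strand 10 to 100 bases away, 5 in males and 49 in females for the most frequent and 6 or fewer per library for the others, but no background was measured for such reads, so no reads from the other arm of a precursor remains possible for these 4. No biological explanation was tested.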

How the results depend on the processing

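The number of sex-biased microRNAs in MiSeq, 8 in the main setting, depended on the normalization and on the dispersion. It was 5 with TMM, 3 with library size only, 3 with a dispersion of 0.4, 4 over all 112 microRNAs, 0 with edgeR's quasi-likelihood test on the 4 libraries (2 at an unadjusted p under 0.05) and 17 with DESeq2 on the 4 libraries, 7 higher in females and 10 in males. Apart from DESeq2, all calls in these settings were female-biased, so the number of female-biased microRNAs was also 5, 3, 3, 4 and 0. Among alternatives chosen after seeing the data, MiSeq reads with up to 2 mismatches gave 1 sex-biased microRNA, female-biased, and the counts of File S3 with a dispersion of 0.04 gave 13, of which 3 were male-biased. Apart from these 3 and the 10 of DESeq2, no setting run gave a male-biased microRNA. With mismatches allowed, 56 microRNAs had MiSeq reads in place of 33, and their median log2 fold change was -1.49 in place of 0.22. With reads of 19 to 25 nucleotides 9 microRNAs were called, but the log2 fold change of mir-8447 was 2.90 in place of 5.14. The cause of these changes was not tested, apart from the dispersion.

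The excess of female-biased microRNAs had an exact binomial p of 0.00781. It lost the threshold with TMM (0.0625), over all 112 microRNAs (0.125), with a dispersion of 0.4 (0.25), with library size only (0.25), with up to 2 mismatches (1, from 1 microRNA) and with the counts of File S3 at a dispersion of 0.04 (0.0923). With few calls the exact test cannot pass 0.05, whatever their direction. The calls of DESeq2 on the 4 libraries, 7 higher in females and 10 in males, showed no female excess, but their balance also rests on the zero point. The paucity on the sex chromosome stayed above 0.05 in all alternatives set before the data were examined, from 0.0731 with TMM or RLE to 0.688 over all 112 microRNAs. With up to 2 mismatches, chosen afterwards, Fisher's exact test gave 0.0257. The difference between the mir-71/mir-2 clusters kept its direction in the 8 alternatives run on MiSeq, from 2.01 with mir-2f left out to 2.48, of which 3 were chosen after seeing the data, but a shared scaling factor cannot change a difference between microRNAs of one library pair, so the normalizations do not test it. Its exact p of 0.0286 is the smallest the arrangements allow and shows no stability.

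In SOLiD, 69 sex-biased microRNAs became 33 with RLE, 45 with TMM, 34 with library size only and 11 with a dispersion of 0.4. The number of MiSeq sex-biased microRNAs with the same direction in SOLiD, 6 of 8, was 3 of 4 over all 112 microRNAs, 3 of 3 with a dispersion of 0.4, 3 of 3 with library size only, 7 of 10 with a dispersion of 0.1 and 7 of 12 with a dispersion of 0.04, the last chosen after seeing the data. The same number was 6 of 6 with RLE, 4 of 5 with TMM and 5 of 6 at a false discovery rate of 0.05. It was 7 of 9 with at least 10 reads, with reads of 19 to 25 nucleotides and with reads starting within 2 bases of an arm. Reads on both arms in SOLiD were found for 109 microRNAs, and for 59 when at least 10 reads were required on each. The mean share of adaptor-like reads was higher by 11.8 percentage points in microRNAs without MiSeq reads, and by 3.19 with at least 7 adaptor colours, where the permutation p was 0.0929.

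MiSeq reads were matched exactly and have no genome positions, so reads with 1 genome hit and reads without mismatches were not run for the MiSeq results. SOLiD reads are all 19 to 25 nucleotides long, so that limit does not test the SOLiD results.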

Differences from the paper's values

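The paper reports 13 sex-biased microRNAs and 8 were called here with the dispersion of 0.2 that it states. Among the alternatives set before the data were examined, a dispersion of 0.1 (10), microRNAs with at least 10 reads (9), reads of 19 to 25 nucleotides (9), reads that start within 2 bases of an arm (9) and DESeq2 on the 4 libraries (17) came within 1.5 times the paper's number, and the others did not. The paper reports 3 male-biased microRNAs and 0 were called here, and of those alternatives DESeq2 on the 4 libraries called 10 and the others 0. Of the paper's 3, mir-281 was among these 10 and mir-1b and mir-61 were not. Between the SOLiD libraries, 1 per sex, mir-1b and mir-61 were higher in females under each normalization. Their log2 fold changes, female over male, were 0.34 and 1.28 with upper quartile and 1.31 and 2.25 with TMM. That of mir-281 was -2.03 with upper quartile and -1.06 with TMM. The 17 calls of DESeq2 were mostly higher in males, whereas the paper's 13 were mostly higher in females. The counts of File S3 with a dispersion of 0.04, a setting chosen after seeing the values, gave 13 sex-biased and 3 male-biased microRNAs. A dispersion of 0.04 on the counts made here gave 12 and 0.

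For paucity on the sex chromosome the paper reports p = 0.10 and Fisher's exact test gave 0.382 here. With TMM or RLE normalization it was 0.0731, within 1.5 times the paper's value, and the other alternatives set before the data were examined were not. On the counts of File S3, chosen after seeing the values, Fisher's exact test gave 0.159, with 0 microRNAs past the threshold on the sex chromosome. The microRNA mir-755, on the sex chromosome, was past the threshold of 1.4 here with 1.62, whereas the paper gives 1.2 for it.

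The paper's log2 fold changes in Table 2, compared within the rounding of 0.05, differed from those obtained here with upper-quartile normalization for all 13 microRNAs. Male over female, the paper's values are 1.0 for mir-1b, mir-61 and mir-281, against 0.57, 0.56 and 0.53 here. Female over male, they are 4.9 against 5.14 for mir-8447, 4.1 against 4.53 for mir-2f, 3.9 against 4.34 for mir-8437, 3.4 against 3.52 for mir-31, 2.7 against 3.12 for bantam, 2.4 against 2.85 for mir-2c, 2.3 against 2.72 for mir-2d, 1.8 against 2.42 for mir-71b, 1.5 against 2.14 for mir-36b and 1.2 against 1.62 for mir-755. With TMM the values for mir-1b, mir-61, mir-281, mir-2f, mir-8437, bantam, mir-2c, mir-2d and mir-755 fell within the paper's rounding, and with RLE that of mir-8447 did. No alternative set before the data were examined did so for mir-31, mir-71b and mir-36b. On the counts of File S3, chosen after seeing the values, upper-quartile normalization gave the listed log2 fold change for all 37 entries.

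The MiSeq counts in File S3 differed by more than 1.5 times from exact-match counts for 7 microRNAs. In males the paper's counts are 1 against 0 here for mir-8403 and mir-8428, 26 against 0 for mir-8458, 1603 against 1017 for mir-745, 198 against 94 for mir-96, 7634 against 3789 for mir-8 and 7733 against 5103 for mir-2b. In females they are 6 against 0 for mir-8458, 36 against 19 for mir-96, 1664 against 859 for mir-8 and 3223 against 2070 for mir-2b. The paper's Table 1 gives 16334 SOLiD reads for mir-36a against 9218 here, and 16334 were obtained when reads shared with mir-36b were kept, a setting chosen after seeing the values. Smaller differences from Table 1 were those of mir-36b, with 25591 in the paper and 17864 here, and mir-2f, with 582 in the paper and 588 here. With shared reads kept, mir-36b also had the paper's 25591, while mir-2f stayed at 588. Of the mir-8437 sequences in Fig. 1B, read by eye, TGGCGCTTAGTAGAATGTCACC has about 45 SOLiD reads against 29 exact matches here, and TGGCGCTTAGTAGAATGTCACCG about 24 against 10.

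The paper calls the excess of female-biased microRNAs significant. For its numbers of female-biased and male-biased microRNAs the exact binomial test gave 0.0923 two-sided and 0.0461 one-sided. The paper names mir-36a as the least biased microRNA in MiSeq, and here, with upper quartile, let-7 had the smallest log2 fold change in size and mir-36a ranked 11 of 33. With TMM mir-36a ranked 2 and with RLE 3, and on the counts of File S3, a setting chosen after seeing the values, it had the smallest (-0.06) of the 36 entries with reads. The paper states that other normalizations left its results as they were, and here TMM called 5 sex-biased microRNAs, RLE 6 and library size only 3, against 8 with upper quartile. The paper describes the sex chromosome cluster as unbiased, and here mir-2e and mir-71a were called female-biased with a dispersion of 0.04, chosen after seeing the data.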

Other observations

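Of the tests in this part, the one on the dispersion was chosen only after the result was seen.

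Fewer sex-biased microRNAs were called here than in the paper, and one candidate explanation is that a dispersion of 0.2 was taken as a coefficient of variation, which is a dispersion of 0.04. If so, the p-values printed in File S3 would be those of the test on its counts at 0.04. They were in all 37 entries when a missing exponent was allowed for, 26 of them digit for digit, whereas 4 were equal at a dispersion of 0.2. Calls with a fixed dispersion rest on that value, since 1 library per sex gives no estimate of it. The common dispersion estimated over the 4 libraries, with the platform as a block, was 0.474, which also holds any difference in sex effect between the platforms.

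Arm sequences in File S1 of microRNAs with reads in SOLiD but not in MiSeq often end in the same few bases, and untrimmed 3′ adaptor read in colour space may account for part of these. SOLiD reads are sequenced as colours, each standing for a pair of neighbouring bases, so an adaptor left on a read can decode to different bases. Reads that end in at least 6 adaptor colours made up a mean of 11.8% of the reads of the 79 microRNAs without MiSeq reads and 3.25e-05% of those of the 33 with MiSeq reads, a difference of 11.8 percentage points (permutation test over microRNAs, 100000 resamples, two-sided p = 0.0125). The check was set up because of the arm ends seen in File S1, which rest on the same SOLiD libraries. Its p is therefore not independent support. At random positions of the same 79 hairpins the share was 0.472%. The share was over 50% in 9 of the 79 microRNAs and 0 in 54, so the adaptor bears on a minority of them. Among the 5 microRNAs without MiSeq reads that had the most SOLiD reads it was 0.0415% for mir-8446, 0 for mir-8423, 0.131% for mir-8408, and 0 for mir-8475 and mir-8418. In the whole libraries 15.6% of male and 14.7% of female SOLiD reads ended in at least 6 adaptor colours, against 0.234% and 0.0914% for the reverse complement of the same reads.

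Lower depth of the MiSeq libraries was tested as a reason why 79 microRNAs had SOLiD but no MiSeq reads. The hairpins had 523289 reads in SOLiD and 626296 in MiSeq, so depth on the hairpins was not lower in MiSeq. At their SOLiD share of hairpin reads all 79 would have more than 3 MiSeq reads, with a median of 73.0 expected. Depth on the hairpins alone would therefore not have left them without MiSeq reads. The whole MiSeq libraries were smaller, with 5382671 male and 4877420 female reads against 42409849 and 39431055 in SOLiD. Expected reads were not computed on that scale, so the depth of whole libraries was not excluded for microRNAs with few SOLiD reads. The ratio of observed to expected MiSeq reads of single microRNAs found on both platforms ran from 0.00344 to 32.6, and whether the platforms or the worms made this spread was not tested. At the lowest of these ratios 5 of the 79 would still have more than 3 expected reads, among them mir-8446 with 21679 SOLiD reads. A difference of this size between the platforms or the worms was therefore not excluded for the rest. The matching rule also bears on the number, since SOLiD counts keep mismatches and MiSeq counts do not: with up to 2 mismatches, chosen after seeing the data, 56 microRNAs had MiSeq reads in place of 33.

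RNA from the host in or on the worms is a hypothesis for mouse microRNAs in the MiSeq libraries. The sequences of 8 mouse microRNAs of liver, blood and other cells were written down from general knowledge before the reads were searched. Reads that begin with their first 18 bases numbered 680, with 478 in males and 202 in females, and the reversed sequences had 0. They made up 0.00888% of male and 0.00414% of female reads, and 4 of the 8 were found in both libraries. Most were reads of miR-486-5p of red blood cells, with 333 in males and 170 in females. The liver microRNA miR-122-5p had 0 reads in both, and miR-192-5p of liver and gut had 1 in males and 0 in females. No mouse genome was used here, so an identical sequence in the worm was not ruled out.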
